A study of Homo sapiens with 12 samples. Its data were reported in "RNA Pol II inhibition activates cell death independently from the loss of transcription" (2025).

How the data were processed

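Polyadenylated RNA was sequenced from U2OS cells, a human osteosarcoma line, in 12 libraries that fell into 6 groups of 2 replicates. The cells had been transiently transfected with a plasmid carrying Cas9 and a guide RNA that was nontargeting (NONT) or directed at NUP93, a nuclear pore protein, or EXOSC5, a subunit of the RNA exosome that degrades RNA from its 3′ end. Each of the 3 genotypes was left untreated or exposed to 1 μM triptolide, an inhibitor of the TFIIH helicase XPB that blocks RNA polymerase II initiation, for 8 h. Groups and replicate numbers were taken from the sample labels.

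The authors lysed counted cells, added polyadenylated ERCC spike-in RNAs in proportion to the number of cells, and prepared strand-specific libraries from poly(A)-selected RNA. The authors pseudoaligned the reads with kallisto, summarised them per gene with tximport, kept protein-coding genes and divided by DESeq2 size factors that were estimated on the ERCC transcripts alone. The values the authors deposited are therefore a spike-in-normalised signal per gene, on a scale meant to follow mRNA per cell, and not read counts. An error in the cell count or in the volume of spike-in moves all genes of a library together on this scale. The table held 22471 rows, of which 92 were ERCC transcripts and 22379 were genes; 3377 genes were listed at 0 in all libraries. The ERCC sum lay between 40022 and 42811 per library.

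The spacing of the lowest values gave the approximate worth of 1 read in each library, and with it an approximate depth of 8.60 M to 11.96 M reads. Between 37.2% and 41.4% of the low values were whole multiples of that worth, because kallisto splits reads among transcripts and corrects for their length, so whole reads were not recovered and no count model was used. The ERCC transcripts made up 0.246% to 0.830% of the values, or about 23071 to 83765 reads, and counting error on their sum was 0.346% to 0.658%. This error covers counting only and not the cell count or pipetting. For 18 ERCC transcripts with a mean of at least 100, the residual SD across transcripts was 0.07 to 0.17 on the log2 scale and their median shifted each library by −0.08 to 0.03.

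Gene IDs were matched to the GENCODE release 44 annotation of GRCh38 for symbols, coordinates, GC content and transcript length: 19584 matched and 2795 did not, and the unmatched IDs carried 2.21% of all values. Unmatched IDs were kept and are named by their ID. Genes with a mean of at least 10 over the 6 untreated libraries were tested (13811 genes, of which 816 were unmatched). Among them, 474 rows were identical in every library to another row, leaving 13541 distinct rows. Genes that share sequence with near-identical copies are uncertain in these values because kallisto divides reads between them.

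Values were analysed as log2(value + 1), so all fold changes understate the change of low genes. A linear model with 6 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), and 8 contrasts were tested two-sided with Benjamini-Hochberg adjustment over genes. They were the response to triptolide in each of the 3 genotypes, each knockout against NONT without drug, the difference in response between each knockout and NONT, and the difference in response between the knockouts. An adjusted p-value under 0.05 was the threshold. The smallest and largest responses of a library sum or a median over genes were taken from the 4 pairings of a treated with an untreated library. Totals were compared with exact two-sided permutation tests, which in groups of 2 give 6 arrangements and no p-value under 0.333. For the difference between 2 genotypes, treatment-matched genotype labels gave 36 arrangements with a smallest p-value of 0.0556. The Kolmogorov-Smirnov distance D is given as a description, with no p-value, because genes are not replicates. Summaries and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

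The genes named were NUP93 and EXOSC5, 4 short-lived transcripts named by the study (MYC, WEE1, JUN and MCL1), and for the triptolide contrasts, the untreated contrasts and the 2 differences against NONT, up to 3 genes per direction with the largest fold change among those past the threshold, with a mean of at least 100 in a group compared and with no overlap between the replicates of the arms. For a difference in response, no overlap was asked of the 4 treated-untreated pairings of each genotype. Genes named outside this rule are marked as such. Gene lists were immediate early genes, p53 targets, apoptotic regulators, cytosolic ribosomal proteins, replication-dependent histones, zinc finger genes named ZNF with a number, nuclear pore proteins, the RNA exosome and its cofactors, the 13 mitochondrially encoded mRNAs, the short-lived transcripts named by the study and 5 further genes that the study knocked out to test triptolide death. The last pair of lists came from the study, so their results are not independent evidence. Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a contrast, and again with an estimated correlation and with fry. A list of 42 genes of the early embryo was written after the data were examined, before its own values were read.

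The model was tested on simulated data in 10 runs in which 200 of 13811 genes were changed by known amounts. It recovered 61.4% of the changed genes and 79.4% of those changed by the largest amount; 4.14% of its calls were false and 100% of the recovered genes had the right sign. The changed genes were drawn from well-expressed genes only, and these simulated libraries had no offsets in scale between them, so the percentages are a favourable case. For comparisons that share the NONT libraries, unchanged groups were simulated to give the correlation and shared direction that arise without any effect, with a spread between libraries pooled over all groups.

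The tests, lists, gene rule and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 10, no filter or a stricter one, rescaling of each library to the same total, by median of ratios or to the same sum of mitochondrially encoded mRNAs, limma without trend, only the compared groups in the fit, the replicate number as a block, a minimum log2 fold change of 1, other gene sets for the sums and medians, and leaving out each replicate. Leaving out unmatched IDs and rescaling by the median of the abundant ERCC transcripts were chosen after seeing the data.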

Results

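Spike-in-normalised mRNA abundance was measured in 12 libraries of U2OS cells carrying a nontargeting guide (NONT), a NUP93 guide (NUP93-KO) or an EXOSC5 guide (EXOSC5-KO), without drug or after 8 h of 1 μM triptolide, with 2 replicates in each of 6 groups. Approximate depth ranged from 8.60 M to 11.96 M reads (M stands for 1 followed by 6 zeros) per library, and 15795 to 16523 genes had a value above 0. Within groups, log2 values of the replicates correlated at r = 0.964 to 0.970 across genes, which are not independent replicates. The scale of the replicates was less even. The median log2 difference of the first minus the second replicate was −0.51 in NONT untreated, and it was 0.25 in NONT triptolide, −0.14 in NUP93-KO untreated, −0.08 in NUP93-KO triptolide, 0.11 in EXOSC5-KO untreated and −0.01 in EXOSC5-KO triptolide.

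The targeted genes were examined first. NUP93 (ENSG00000102900) has 22 exons on chromosome 16, from 56730118 to 56850286 on the plus strand of GRCh38. Its value was 1395 and 1432 in the untreated NUP93-KO replicates and 1753 and 2489 in the untreated NONT replicates. The log2 fold change was −0.56 ± 0.20 (SE), with a limma adjusted p-value of 0.926 over all genes and 0.0125 adjusted over the list alone, the list being the 2 targeted genes. EXOSC5 (ENSG00000077348) has 6 exons on chromosome 19, from 41386371 to 41397362 on the minus strand. Its value was 215.9 and 147.7 in untreated EXOSC5-KO and 299.4 and 481.3 in untreated NONT, a log2 fold change of −1.08 ± 0.29 (SE) with a limma adjusted p-value of 0.151 over all genes and 0.00304 adjusted over the list alone. After triptolide, NUP93 was 801.3 and 1019 in NUP93-KO against 1007 and 898.7 in NONT, and EXOSC5 was 75.2 and 101.5 in EXOSC5-KO against 265.8 and 207.8 in NONT. The NUP93 values thus lay below those of NONT in both untreated replicates but not in the treated ones, while EXOSC5 was lower in EXOSC5-KO in all replicates. Neither decrease passed the threshold over all genes on the spike-in scale. With each library rescaled to the same total, both did, at −0.45 and −1.11. A guide-directed edit changes the coding sequence and need not lower the mRNA.

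To ask how much mRNA is lost when transcription is blocked, the sum of all gene values was compared between treated and untreated libraries. In NONT the sum was 13.9 M ± 3.62 (SD, n = 2) without drug and 5.42 M ± 0.735 (SD, n = 2) after triptolide, a ratio of 0.390, with single pairings of libraries from 0.298 to 0.524. In NUP93-KO it was 12.6 M ± 0.880 (SD, n = 2) and 8.51 M ± 0.402 (SD, n = 2), a ratio of 0.674 with pairings from 0.621 to 0.732. In EXOSC5-KO it was 13.9 M ± 0.703 (SD, n = 2) and 8.02 M ± 0.0169 (SD, n = 2), a ratio of 0.577 with pairings from 0.556 to 0.599. Both treated libraries lay below both untreated ones in each genotype, and the exact two-sided permutation p-value was 0.333 each time, the smallest that 2 against 2 libraries allow. The ratios depended on the spike-in scale: rescaled by median of ratios, which assumes that the typical gene is constant, they were 1.23 in NONT, 1.25 in NUP93-KO and 1.21 in EXOSC5-KO.

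**Figure D1:**
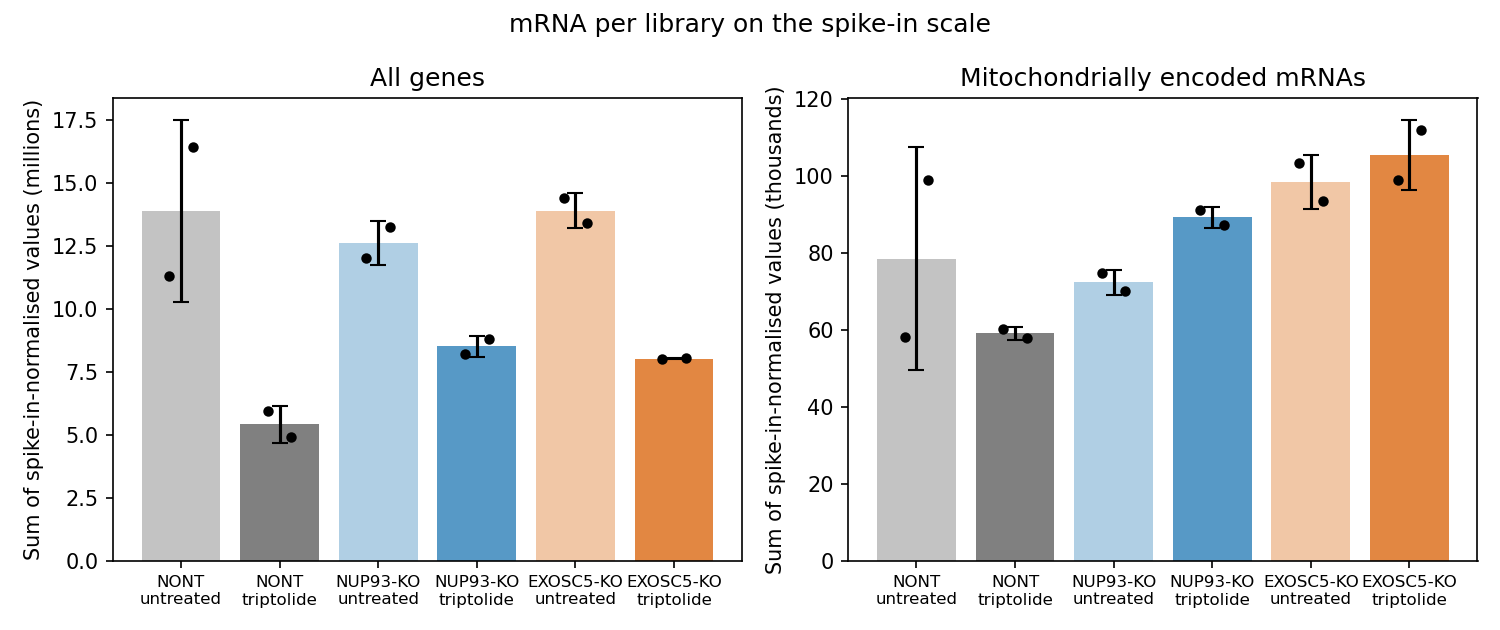
Sum of spike-in-normalised values per library for all genes (left, in M) and for the 13 mitochondrially encoded mRNAs (right), by genotype and treatment; bars are means, points single libraries and error bars the SD (n = 2). The treated sums for all genes lie below the untreated sums in each genotype, and the untreated NONT replicates lie furthest apart.

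The decrease was spread over nearly all genes. The median log2 fold change over 13811 genes was −1.63 in NONT (pairings −2.03 to −1.23), −0.91 in NUP93-KO (−1.02 to −0.81) and −1.07 in EXOSC5-KO (−1.13 to −1.02). The fold change was below 0 for 99.1% of genes in NONT, 92.4% in NUP93-KO and 96.9% in EXOSC5-KO, and a fall by at least 1 on the log2 scale was seen for 80.4%, 47.0% and 52.7%. The interquartile range was 1.58, 1.55 and 1.46, so the distributions had similar widths around different centres. In limma, 12427 genes were lower and 7 higher after triptolide in NONT, 7603 lower and 19 higher in NUP93-KO, and 8884 lower and 11 higher in EXOSC5-KO. Rescaling by median of ratios moved these counts most, to 4213 lower and 3704 higher in NONT, 4149 and 3618 in NUP93-KO, and 3992 and 3562 in EXOSC5-KO. With the same total per library they were 5270 lower and 2105 higher in NONT, 5430 and 1922 in NUP93-KO, and 5078 and 2027 in EXOSC5-KO.

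The study used loss of NUP93 or EXOSC5 as a means to keep the mRNA pool stable under triptolide, and the size of that effect was examined here. The median loss was smaller in NUP93-KO than in NONT by 0.72 on the log2 scale, with single pairings giving 0.21 to 1.22, and 92.4% of genes lost less. Permuting genotype labels within treatment gave an exact two-sided p-value of 0.167 for this difference, where the smallest possible value is 0.0556. In EXOSC5-KO the loss was smaller by 0.56, with pairings from 0.10 to 1.01 and an exact permutation p-value of 0.222, and 90.2% of genes lost less. Both p-values lay above the smallest possible one, so some mixed arrangements of the labels gave differences as large. This test could not reach 0.05 with so few libraries, so it decides neither way. All pairings were above 0, but they reuse the same libraries and are no separate evidence. Leaving out single NONT libraries gave 0.43 to 0.95 for NUP93-KO and 0.27 to 0.79 for EXOSC5-KO, the lowest without the second untreated replicate and the highest without the first. The distance D between the distributions of fold changes was 0.367 for NUP93-KO and 0.299 for EXOSC5-KO against NONT, and 0.0212 and 0.0195 once each distribution was centred on its median. The summed mitochondrially encoded mRNAs, which RNA polymerase II does not make, changed by −0.41 on the log2 scale in NONT, by 0.30 in NUP93-KO and by 0.10 in EXOSC5-KO. The knockouts thus differed from NONT by 0.71 and 0.51 in these mRNAs, close to the differences in the median gene. These values were 0.28 and 0.07 without the second untreated NONT replicate, and 1.05 and 0.84 without the first. With libraries rescaled to the same mitochondrial sum, the differences in median loss were 0.06 and 0.12, and with the same total they were −0.04 and 0.03.

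**Figure D2:**
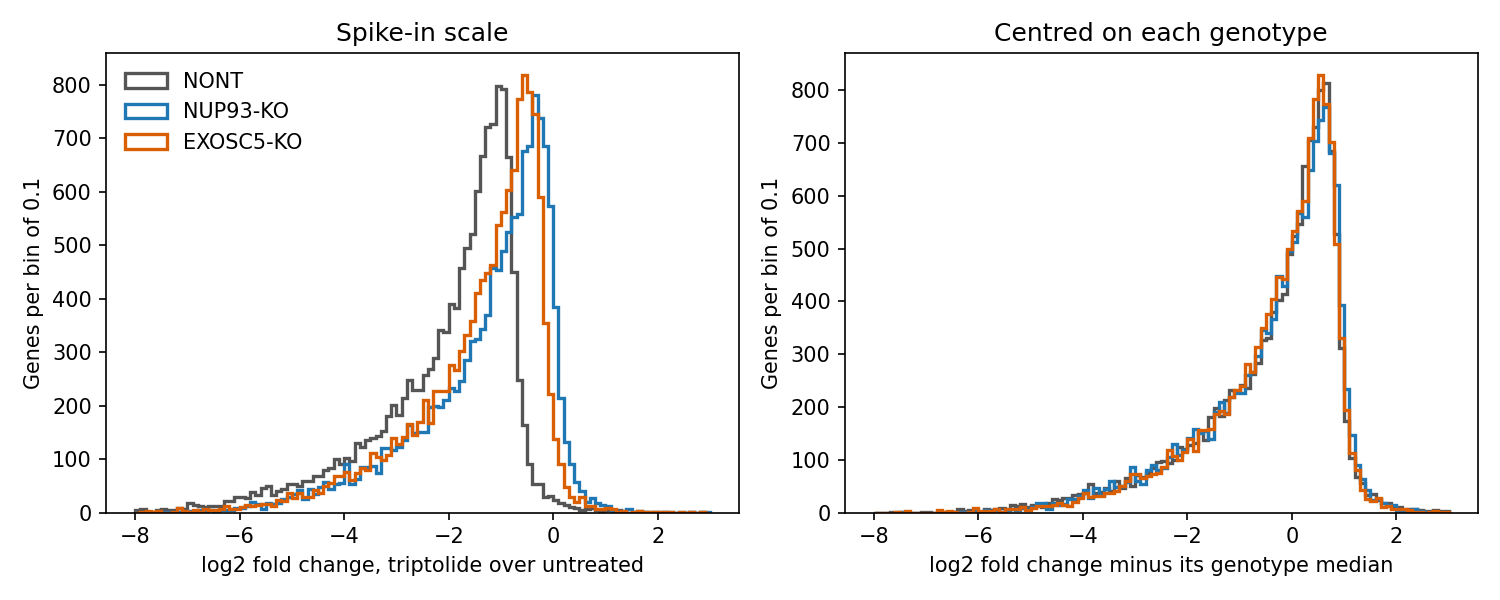
Distribution over 13811 genes of the log2 fold change after triptolide in each genotype, on the spike-in scale (left) and after subtraction of each genotype's median (right); the vertical axis is the number of genes per bin. The distributions sit apart on the left, with medians of −1.63, −0.91 and −1.07, and overlie each other once centred.

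Gene by gene, the difference in response between NUP93-KO and NONT passed the limma threshold for 105 genes that lost less in NUP93-KO and 2 that moved the other way. At an unadjusted p-value under 0.05 these numbers were 5709 and 39. For EXOSC5-KO, 44 genes lost less and 2 moved the other way. The counts depended on the settings. With an untreated mean of at least 50, 1051 genes lost less in NUP93-KO and 77 in EXOSC5-KO, and in limma without trend 0 and 3. With libraries rescaled to mitochondrially encoded mRNAs, 1 gene lost less and 1 lost more in NUP93-KO, and 2 lost less in EXOSC5-KO and 0 more (733 and 140 at an unadjusted p-value under 0.05). Between the knockouts, 3 genes differed in their response. Across genes, the differences of the knockouts from NONT correlated at r = 0.498, as did simulated unchanged groups that share the NONT libraries (0.501). The differences had the same sign for 89.6% of genes against 65.8% on average and 86.9% at most in the simulations, which took the libraries of all groups as equally variable although NONT varied most, so the excess decides little. In both knockouts, 11 genes lost less, against at most 1 in the simulations. The equal spread taken in the simulations limits this comparison too. The responses themselves correlated across genes at r = 0.867 (Spearman's rho 0.829) between NONT and NUP93-KO, 0.854 (0.822) between NONT and EXOSC5-KO and 0.851 (0.831) between the knockouts. Genes are not independent replicates, and no p-value is attached. These 3 correlations moved most without the low-value filter, to 0.783, 0.772 and 0.750.

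Short-lived transcripts that the study named were lost in all genotypes. MYC (ENSG00000136997) lies on chromosome 8 from 127735434 to 127742951 on the plus strand and has 3 exons. It fell from 869.8 and 1431 to 2.39 and 1.74 in NONT, from 1083 and 1164 to 27.2 and 33.6 in NUP93-KO, and from 1236 and 1208 to 5.18 and 5.29 in EXOSC5-KO. One read was worth about 0.602 and 0.489 in the treated NONT libraries, so the NONT values rest on few reads. The MYC log2 fold changes were −8.52 ± 0.32 (SE), −5.17 ± 0.32 (SE) and −7.62 ± 0.32 (SE). The loss in NUP93-KO was smaller than in NONT by 3.35 ± 0.45 (SE), with a limma adjusted p-value of 0.00829 that ranged from 0.000771 to 0.0767 over the alternatives, the highest being without the trend. In EXOSC5-KO the difference was 0.90 ± 0.45 (SE), with an adjusted p-value of 0.225. The log2 fold changes of WEE1 were −5.004, −4.29 and −4.97 and those of MCL1 −7.15, −6.16 and −6.27, in NONT, NUP93-KO and EXOSC5-KO in turn, and neither differed in response between a knockout and NONT (limma adjusted p-values of 0.12 to 0.966). JUN was listed at 0 in 5 of the 6 treated libraries and at 6.58 in the second EXOSC5-KO replicate, from 270.3 to 493.3 without drug.

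**Figure D3:**
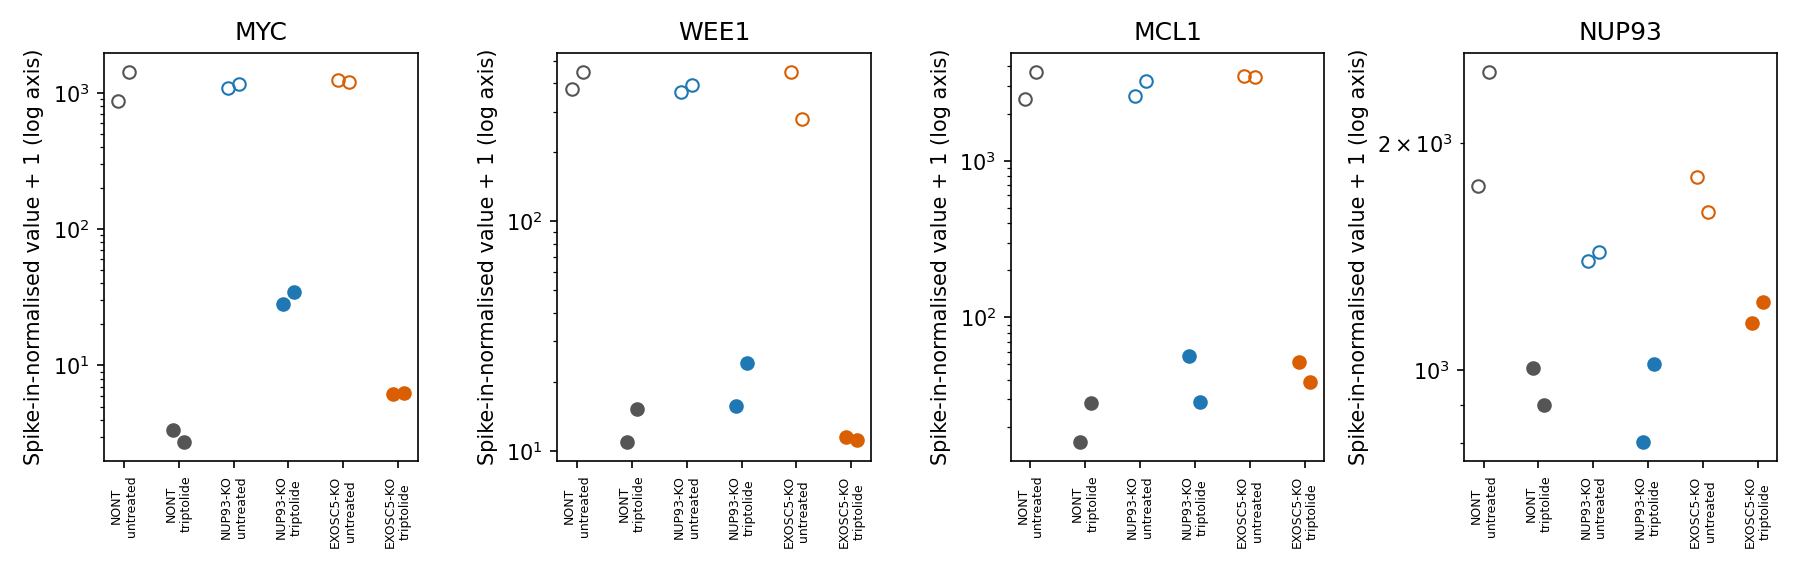
Spike-in-normalised value plus 1 in each library for MYC, WEE1, MCL1 and NUP93 (log axis), with open points for untreated and filled points for treated libraries. MYC was at 27.2 and 33.6 in treated NUP93-KO libraries and at 1.74 to 5.29 in the other treated libraries.

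Gene lists were compared with the median gene of each genotype, since rescaling moves that median by over 0.1. The median of immediate early genes relative to the median gene was −5.18 in NONT, −4.22 in NUP93-KO and −4.09 in EXOSC5-KO on the log2 scale, with 0 of 23 genes above the median. For the 4 study-named transcripts it was −6.22, −4.75 and −5.64, and for the 5 further genes the study knocked out −3.79, −3.90 and −2.94. Among the other lists, the medians of numbered zinc finger genes lay at −1.77, −1.72 and −1.58 relative to the median gene, apoptotic regulators at −0.997, −1.02 and −0.82, p53 targets at −0.57, −0.80 and −0.76, RNA exosome genes at −0.49, −0.26 and −0.30 and nuclear pore genes at −0.22, −0.19 and −0.33. Cytosolic ribosomal proteins lost less than the median gene, at 0.85, 0.83 and 0.80, with 83, 83 and 84 of 85 genes above it, as did mitochondrially encoded mRNAs at 1.21, 1.20 and 1.13. Replication-dependent histones lay at 0.37, −0.04 and 0.10. The libraries were poly(A)-selected, so histone values cover polyadenylated histone transcripts only and not all histone mRNA. Camera called 11 of the lists in NONT, 9 in NUP93-KO and 10 in EXOSC5-KO. Under an estimated correlation, only immediate early genes and the study-named transcripts in EXOSC5-KO passed, each with an adjusted p-value of 0.0498. Fry, which asks whether a list changed at all and not whether it stands apart, called all but the mitochondrial list in NONT and all but that list and ribosomal proteins in the knockouts.

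Without drug, the question was whether the knockouts accumulate mRNA. The total relative to NONT was 0.909 in NUP93-KO and 1.00 in EXOSC5-KO, each with an exact two-sided permutation p-value of 1. The direction depended on the NONT replicates, since leaving out the first untreated one gave 0.768 and 0.846, and leaving out the second 1.12 and 1.23. In NUP93-KO, 2 genes were higher and 1 lower than in NONT (242 and 338 at an unadjusted p-value under 0.05). CNN1, on chromosome 19 from 11538767 to 11550323, was lower, at 422.1 and 506.0 against 1317 and 1764, a log2 fold change of −1.72 ± 0.21 (SE) with an adjusted p-value of 0.00246. The higher genes, TCN2 and the unmatched ENSG00000250264, were outside the naming rule and picked after their values were seen, and both were listed at 0 in the untreated NONT libraries. In EXOSC5-KO, 67 genes were higher and 5 lower. Median-of-ratios scaling changed this split to 285 higher and 517 lower, the same total to 385 and 289, and the mitochondrial scale to 76 and 719. For NUP93-KO these 3 scalings gave 67 and 63, 85 and 49, and 10 and 6. The changes of the knockouts correlated at r = 0.481 across genes, against 0.501 in simulated unchanged groups, with 60.6% of genes in the same direction against 66.6%, and 2 genes were higher in both.

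The largest increases in untreated EXOSC5-KO were those of FAM83H, H3Y1 and TAF11L12. H3Y1, a histone gene with 1 exon on chromosome 5 from 17654868 to 17655849, was at 239.1 and 203.4 against 2.85 and 1.76 in NONT, a log2 fold change of 6.09 ± 0.61 (SE) with an adjusted p-value of 6.67e-05. TAF11L12, on the same chromosome from 17610496 to 17611583, was at 389.9 and 314.1 against 3.79 and 17.5, and is uncertain because it belongs to a family of near-identical copies. FAM83H ranged from 0 to 547.4 between libraries and went in opposite directions after triptolide in NONT and in both knockouts, so its values are uncertain. ZNF526, on chromosome 19 from 42220292 to 42228201, was lower, at 0 and 1.22 against 285.9 and 329.5, and DEPDC1B, on chromosome 5 from 60596912 to 60700190, at 172.4 and 183.9 against 392.4 and 555.3. The other 3 lower genes, seen only after their values were known, were PEDS1-UBE2V1, HSPA1B and ENSG00000262788, with untreated NONT means of 46.5, 65.5 and 39.3. Of the lists, p53 targets were higher than the median gene by 0.44 in EXOSC5-KO (24 of 24 genes, camera adjusted p-value 1.23e-10) and by 0.20 in NUP93-KO (23 of 24, 0.000363). Polyadenylated histone transcripts were higher by 0.77 and 0.18, mitochondrially encoded mRNAs by 0.29 in EXOSC5-KO, and nuclear pore genes lower by a relative −0.20 and −0.17. None of these list results passed under fry or an estimated correlation.

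Few genes rose after triptolide. ANKRD30BL, on chromosome 2 from 132147591 to 132257969, rose in every genotype, from 70.8 and 95.01 to 482.0 and 173.1 in NONT, from 109.3 and 112.5 to 864.8 and 751.7 in NUP93-KO, and from 550.8 and 399.5 to 2777 and 2475 in EXOSC5-KO. Its log2 fold changes were 1.80 ± 0.34 (SE), 2.85 ± 0.34 (SE) and 2.48 ± 0.34 (SE). The unmatched ENSG00000276833 rose by 1.06 in NONT, CORO7 by 1.68 and CEP250 by 1.44 in NUP93-KO, and ADGRF1 by 3.36 and TLCD2 by 1.53 in EXOSC5-KO. CORO7 no longer passed under 5 of the alternatives and CEP250 and TLCD2 under 1 each. TLCD2 went from 78.2 and 17.3 to 106.7 and 111.2 in EXOSC5-KO, so much of its rise rests on the low second untreated replicate. CEP250 started from 44.1 and 41.1 in untreated NUP93-KO, against 246.1 and 115.0 in NONT and 214.6 and 268.9 in EXOSC5-KO. It fell after triptolide in those 2 genotypes, by log2 fold changes of −1.91 and −3.22. Among the deepest losses, the log2 fold change was −9.21 for DUSP1 in NONT and −8.88 for IER5 in EXOSC5-KO, while FASTKD5 and DDIT4 were listed at 0 in both treated NONT libraries. The unmatched ENSG00000206478 and ENSG00000274780, at 316.7 to 595.8 in untreated EXOSC5-KO, were at or near 0 in its treated libraries.

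For the difference in response, the rule selected PPP1R15A, SIK1 and the unmatched ENSG00000278494 as losing less in NUP93-KO. PPP1R15A, on chromosome 19 from 48872212 to 48876059, kept 70.4 and 75.1 in treated NUP93-KO against 5.60 and 0 in NONT, a difference of 4.70 ± 0.94 (SE) with a limma adjusted p-value of 0.0403. SIK1, on chromosome 21 from 43414483 to 43427131, kept 8.75 and 28.8 against 0 and 0.350, a difference of 3.97 ± 0.84 (SE) with an adjusted p-value of 0.0452. The 0.350 lay below the worth of 1 read in that library, about 0.489, so it is not a whole read and SIK1 is uncertain. In EXOSC5-KO the rule selected ZBED5, on chromosome 11 from 10812074 to 10858796, which kept 28.3 and 99.1 against 2.56 and 0.692 in NONT, a difference of 4.14 ± 0.69 (SE) with an adjusted p-value of 0.0267. Also selected were ENSG00000278494 and ZNF526, whose untreated value in EXOSC5-KO was near 0, and in the other direction FAM83H in both knockouts. Of the genes in this paragraph, only ZNF526 passed on the mitochondrial, same-total and median-of-ratios scales, and the others passed on none of them.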

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

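The tests of a scale offset, of scale noise, of MYC on the mitochondrial scale and of the chromosome segment around ZNF526 were chosen after the result was seen. Each result in this part drew attention because the response to triptolide differed between genotypes in a test of the difference itself.

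The response passed the threshold as different for 105 genes that lost less and 2 that lost more in NUP93-KO than in NONT, for 44 and 2 in EXOSC5-KO, and between the knockouts for 2 genes that lost less and 1 that lost more in NUP93-KO. Several technical accounts of the smaller loss in the knockouts were argued against. Rescaling by the median of the abundant spike-ins left the difference in median loss at 0.69 for NUP93-KO and 0.59 for EXOSC5-KO, so single spike-ins did not make it. Genes with an untreated mean of at least 1000, 3125 in number and far from the floor, differed by 0.76 and 0.56. Among 5 equal groups of genes by transcript length the difference was 0.68 to 0.76 and 0.54 to 0.60. Among 5 by GC content it rose with GC content from 0.66 to 0.76 in NUP93-KO and from 0.46 to 0.68 in EXOSC5-KO, which argues against GC content as the whole cause, while a part linked to it stays open. A scale offset of whole libraries stays open. For NUP93-KO it had the value it needs: mitochondrially encoded mRNAs, which are not made by RNA polymerase II, shifted against NONT by 0.71, about as much as the median gene, and by 0.28 without the second untreated NONT replicate, where the median gene differed by 0.43. The shift depended on the untreated NONT replicates in both knockouts, so the knockouts differ here in degree only. For EXOSC5-KO an offset cannot be told apart from an effect, because most of the shift of 0.51 was gone without the second of these replicates. Without the second, the shift was 0.07 and the median gene differed by 0.27. Without the first, the shift was 0.84 and the median gene differed by 0.79, against 1.05 and 0.95 for NUP93-KO. An error in cell counts or spike-in volume, or cells lost or dying unevenly before lysis, could give this shift, and so might a biological change that spared mitochondrial and nuclear transcripts alike, which was not tested. Chance in library scale cannot be told apart from an effect with 2 libraries per group. With offsets drawn from each genotype's own replicate spread, 1.57% of simulated differences were as large for NUP93-KO and 5.24% for EXOSC5-KO, and a spread estimated from 2 libraries is itself poorly known. With a spread pooled over all groups, 0 and 2 of 100 simulated data sets were as large, but pooling takes all groups as equally variable, and the NONT replicates lay furthest apart. A role of the knocked-out genes in mRNA decay, which the design names, stays open as well.

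MYC lost less in NUP93-KO than in NONT by 3.35 on the log2 scale, more than any scale offset shared by all genes would give. On the mitochondrial scale the difference was 2.83 with a limma adjusted p-value of 0.0219, in a range of 0.000771 to 0.0767 over the alternatives. A less complete block of transcription in NUP93-KO predicts that the fastest-lost transcripts keep more mRNA there. The 499 fastest-lost genes, picked from EXOSC5-KO libraries alone among 9900 genes, lost less in NUP93-KO than the background by 0.36, with 354 of them above the background median, while the upper end of random lists of that size was 0.03. This is consistent with residual transcription in NUP93-KO, and equally with slower decay of short-lived transcripts, which these libraries do not separate. The same genes also lost less in EXOSC5-KO than in NONT by a relative 0.23, although picking them there works against it, so a deeper loss in the NONT libraries may account for part of the pattern.

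PPP1R15A (4.70) and SIK1 (3.97) in NUP93-KO and ZBED5 (4.14) in EXOSC5-KO lost less than in NONT, as did the unmatched ENSG00000278494 in both (5.51 and 4.57). ZBED5 also lost less in NUP93-KO, by 3.13 with a limma adjusted p-value of 0.0478, although the naming rule did not select it there. The treated NONT values of these 4 genes lay between 0 and 5.60, so the sizes depend on the pseudocount and bound nothing. No technical or biological explanation was tested for these genes one by one.

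The difference of 8.69 for ZNF526 in EXOSC5-KO follows from an untreated value near 0 in that knockout. ZNF526 lies on the same chromosome as EXOSC5, and loss of the segment between them after cutting was tested. The 10 tested genes in between had a median untreated log2 fold change of 0.034 against NONT (−1.10 to 0.52), which argues against loss of the segment. No other explanation was tested. FAM83H moved the other way, by −9.93 in NUP93-KO and −12.41 in EXOSC5-KO. Its values differed by large factors between replicates (25.4 and 186.3 in untreated NUP93-KO), and no explanation was tested. Of the 3 genes that differed between the knockouts, picked after their values were seen, ZNF526 and CEP250 had untreated values that differed between the genotypes, and CCN1 kept a mean of 154.1 in treated NUP93-KO and 43.4 in treated EXOSC5-KO.

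Some lists differed in response by camera at its preset correlation. Relative to the median gene, the difference between NUP93-KO and NONT was −0.047 for ribosomal proteins and 0.057 for numbered zinc finger genes. It was 0.0034 for nuclear pore genes and −0.42 for polyadenylated histone transcripts. In EXOSC5-KO it was −0.075 for ribosomal proteins and −0.34 for polyadenylated histone transcripts. Between the knockouts it was −0.96 for the 5 further genes the study knocked out (0 of 5 above the median gene) and −0.12 for zinc finger genes. The study drew such knockouts from short-lived transcripts still lost fast in NUP93-KO, so the choice of list may itself give the −0.96. For ribosomal proteins and zinc finger genes against NONT, camera named the direction opposite to these medians, since it compares moderated statistics and precise genes weigh more. None of these calls held under an estimated correlation, and no technical or biological explanation was tested for them. Fry passed in NUP93-KO against NONT for ribosomal proteins and zinc finger genes (adjusted p-value 0.0374 each) and nuclear pore genes (0.0441). All of these were toward a smaller loss, and the other calls did not pass. Fry does not ask whether a list stands apart from the median gene, which itself lost less.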

How the results depend on the processing

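Of the alternatives, rescaling of the libraries changed the total ratios and median fold changes after triptolide, and the differences of those medians from NONT, most. Rescaling to the same total removes any change in total by its construction, and median-of-ratios scaling removes any change in the typical gene, so both take away the global loss. With the same total, the median log2 fold change after triptolide was −0.31 in NONT, −0.35 in NUP93-KO and −0.29 in EXOSC5-KO, and the difference from NONT was −0.039 for NUP93-KO, in the reversed direction, and 0.027 for EXOSC5-KO. The number of genes higher was 2105, 1922 and 2027, and the number lower fell to 5270 in NONT and 5078 in EXOSC5-KO. The total ratio is fixed at 1 on this scale and gave no value. Genes losing less than in NONT numbered 2 in NUP93-KO and 9 in EXOSC5-KO, with 0 losing more in each (609 and 448 at an unadjusted p-value under 0.05), and 8 genes differed between the knockouts. Without drug, 85 genes were higher and 49 lower in NUP93-KO, and 385 and 289 in EXOSC5-KO. The targeted genes became significant at −0.45 for NUP93 and −1.11 for EXOSC5, 4 lists differed in response in EXOSC5-KO, and the differences for WEE1 reversed to −0.020 in NUP93-KO and −0.49 in EXOSC5-KO.

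With median-of-ratios scaling, the total ratio reversed to 1.23 in NONT, 1.25 in NUP93-KO and 1.21 in EXOSC5-KO. The medians were −0.015, −0.032 and −0.011, and the differences from NONT −0.018 (reversed) and 0.0035. Genes lower numbered 4213, 4149 and 3992 and genes higher 3704, 3618 and 3562. Genes losing less numbered 2 in NUP93-KO and 11 in EXOSC5-KO, with 0 losing more in each (517 and 525 at an unadjusted p-value under 0.05), and 8 genes differed between the knockouts. Without drug, 67 were higher and 63 lower in NUP93-KO, and 285 and 517 in EXOSC5-KO. NUP93 became significant at −0.49 and EXOSC5 at −1.18, 5 lists differed in EXOSC5-KO, and the WEE1 difference in EXOSC5-KO reversed to −0.51.

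Rescaling to mitochondrially encoded mRNAs kept the loss after triptolide, with ratios of 0.507, 0.546 and 0.541, medians of −1.28, −1.21 and −1.16, and 11, 10 and 6 genes higher in NONT, NUP93-KO and EXOSC5-KO. The differences in median from NONT became 0.063 and 0.12. In NUP93-KO 1 gene lost less and 1 more, in EXOSC5-KO 2 lost less and 0 more (140 at an unadjusted p-value under 0.05), and 1 gene differed between the knockouts. Without drug, 10 genes were higher and 6 lower in NUP93-KO and 719 lower in EXOSC5-KO, where EXOSC5 became significant at −1.46. In NUP93-KO 2 lists differed in response, and the WEE1 difference in EXOSC5-KO reversed to −0.36. This alternative sets the knockouts level with NONT because mitochondrial and nuclear sums moved together over the full set of libraries.

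The filter on low values changed the numbers of calls. With no filter, 40, 66 and 73 genes were higher after triptolide, the medians were −0.71 in NUP93-KO and −0.86 in EXOSC5-KO, 4 genes lost less and 0 more in NUP93-KO (147 at an unadjusted p-value under 0.05), 5 lost less and 1 more in EXOSC5-KO, 1 gene was higher in untreated NUP93-KO and 10 lower in untreated EXOSC5-KO, and 6 lists differed in EXOSC5-KO. The correlation of responses fell to 0.783 for NONT and NUP93-KO, 0.772 for NONT and EXOSC5-KO and 0.750 for the knockouts. With an untreated mean of at least 50, 12 genes were higher after triptolide in NUP93-KO and 7 in EXOSC5-KO, 1051 lost less and 5 more in NUP93-KO, 77 lost less in EXOSC5-KO, 4 were higher and 4 lower in untreated NUP93-KO and 2 lower in untreated EXOSC5-KO. The correlations were 0.929, 0.919 and 0.914, and 2 lists differed in NUP93-KO and 0 in EXOSC5-KO. A mean of at least 10 over all 12 libraries gave correlations of 0.881, 0.872 and 0.867 and 1 list in EXOSC5-KO. With only IDs matched to GENCODE, chosen after seeing the data, 716 genes lost less and 4 more in NUP93-KO, 4 lost more in EXOSC5-KO, 7 were higher and 5 lower in untreated NUP93-KO, and 1 list differed in EXOSC5-KO. Leaving out the genes with few reads or none lowers the number of tests. Apart from that, the cause was not tested.

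Pseudocount 0.1 gave 35 genes losing less and 1 losing more in NUP93-KO, 27 losing less in EXOSC5-KO, 44 higher and 3 lower in untreated EXOSC5-KO, and correlations of 0.829, 0.818 and 0.803. Pseudocount 10 gave medians of −0.80 in NUP93-KO and −0.95 in EXOSC5-KO, 7 genes losing less in EXOSC5-KO, 6 that differed between the knockouts, 11 higher and 7 lower in untreated NUP93-KO, 11 lower in untreated EXOSC5-KO, and correlations of 0.893, 0.887 and 0.894. A larger pseudocount compresses the fold changes of genes with low values by construction.

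In limma without trend, 0 genes lost less and 0 more in NUP93-KO (4550 and 58 at an unadjusted p-value under 0.05), 3 lost less and 1 more in EXOSC5-KO, 1 was higher and 0 lower in untreated NUP93-KO (299 lower at an unadjusted p-value under 0.05), and 1 list differed in EXOSC5-KO. With only the groups compared in the fit, 15 genes were higher in NONT and 34 in NUP93-KO after triptolide, 5 lost more in each knockout, 1 differed between the knockouts, 35 were higher and 34 lower in untreated NUP93-KO, 127 were higher and 28 lower in untreated EXOSC5-KO, 6 lists passed in EXOSC5-KO after triptolide and 1 list differed in its response. The cause was not tested in either case. A minimum log2 fold change of 1 left all counts of genes within 1.5 times. The numbers of genes lower after triptolide stayed within that range in all alternatives except those scalings named for it above, and the differences in median loss kept their direction except where a reversal is given.

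The replicate numbers are shared between groups but do not pair the libraries: the 15 correlations of deviations between groups for libraries of the same number lay between −0.05 and 0.04. With the replicate number as a block, 41 genes lost less in NUP93-KO and 14 in EXOSC5-KO, and 1 list differed in EXOSC5-KO.

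Leaving out single libraries leaves a group with 1, so no call was made. The median log2 fold change in EXOSC5-KO lay between −1.11 and −1.005, the untreated total of EXOSC5-KO over NONT between 0.846 and 1.23, and the correlations between 0.828 and 0.856 for NONT and NUP93-KO, 0.818 and 0.842 for NONT and EXOSC5-KO and 0.820 and 0.829 for the knockouts. The differences in median loss were 0.43 for NUP93-KO and 0.27 for EXOSC5-KO without the second untreated NONT replicate, and 0.95 and 0.79 without the first.

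Among single genes, 51 results gave 657 comparisons with an alternative, of which 597 stayed on their side of the threshold, 56 became weaker and 4 reversed. The reversals were all in the WEE1 differences from NONT, which were not past the threshold on any of these scales or on the spike-in scale, and all came with rescaling, which shifts the differences of all genes together, so they say nothing about WEE1. Among the lists, 43 results gave 516 comparisons, of which 462 stayed, 46 became weaker and 8 reversed. These reversals were in the difference between NUP93-KO and NONT and small. Nuclear pore genes changed to −0.0083 with pseudocount 0.1, −0.0052 with an untreated mean of at least 50, −0.0103 with the same total, −0.0104 with median of ratios and −0.0080 on the mitochondrial scale; ribosomal proteins to 0.024 with pseudocount 10 and 0.014 with no filter; and zinc finger genes to −0.16 with pseudocount 10. The cause was not tested.

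Depth limits the genes that triptolide brings to few reads or none, such as MYC and JUN in the treated NONT libraries. The number of libraries limits the totals and medians, which cannot reach a permutation p-value under 0.05. The edgeR and DESeq2 alternatives were not run because whole reads were not recovered.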

Other observations

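The tests in this part were run on patterns noticed in the data. The test of p53 targets in single pairings of libraries was chosen after the list's result was seen.

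H3Y1 and TAF11L12 were at 1.76 to 17.5 in untreated NONT and NUP93-KO libraries and at 203.4 to 389.9 in untreated EXOSC5-KO. For TAF11L12, a shift of reads between near-identical copies was argued against. The sum over 13 TAF11L rows was 44.8 times higher in EXOSC5-KO than in the 4 other untreated libraries (578.0 and 476.2 against 7.57 to 19.3). No such sum was taken for H3Y1. H3Y2 was at 0 in the 4 other untreated libraries and at 5.82 and 21.6 in EXOSC5-KO, so H3Y1 did not gain at its expense. A shift of reads from any other copy stays open there. Both genes belong to families active in the early embryo. A hypothesis is that untreated EXOSC5-KO cells express, or fail to degrade, a wider set of such transcripts. Of 42 genes in a list written before the test, 30 were detected, and 13 of them were higher in both EXOSC5-KO replicates than in the other 4 untreated libraries, against 3.07 in expression-matched lists (permutation p-value 0.0001, the smallest that 10000 draws can give). The set is consistent with that hypothesis, with limits. Most of the 13 genes had low values, several share sequence with each other and so are not independent, and DUX4 itself was at 0 in both EXOSC5-KO replicates. After triptolide, the TAF11L sum in EXOSC5-KO fell to 30.8 and 49.3, and TAF11L12 had a log2 fold change of −3.27. The median gene there had −1.07. This argues against a complete failure to degrade TAF11L transcripts. H3Y1 had −1.34, with a limma adjusted p-value of 0.0626, which decides nothing for it. Slower decay than in NONT cannot be judged, because both genes were near the floor in NONT. For the genes of the list, synthesis and decay were not told apart by any test.

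The p53 targets were higher in untreated EXOSC5-KO than in NONT. A library-wide offset was argued against, because such an offset moves all genes alike and the list lay 0.44 to 0.52 above the median gene in the 4 pairings of single libraries. Between replicates of one genotype the list moved against the median gene by 0.04 at most, and by 0.019 between the NONT replicates, whose scale differed most. Low values in the NONT libraries alone cannot be told apart from a change in EXOSC5-KO: the list was also 0.25 higher in EXOSC5-KO than in NUP93-KO (21 of 24 genes, camera adjusted p-value 0.000777), but under an estimated correlation the adjusted p-value was 0.883. Cas9 cutting, which a nontargeting guide does not direct, and stress from the loss of EXOSC5 stay open and were not tested.

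ANKRD30BL rose after triptolide while nearly all genes fell. Reads from ribosomal RNA, which RNA polymerase I makes, are a candidate source. The gene shared 2 words of 31 bases with ribosomal DNA, and 0 other tested genes shared any, so reads from ribosomal RNA cannot be told apart from a rise of the gene itself for want of genes to compare.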
